A study of Homo sapiens with 4 samples.

How the data were processed

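The samples were 4 HEK293T clones, 2 labelled wild type and 2 labelled RBFOX2 knockout, grouped by their titles. Per the labels' protocols, cells were transfected with the Cas9 plasmid PX459 and a plasmid for guides on either side of RBFOX2, single cells were sorted and expanded, and clones were genotyped by PCR. RNA was extracted with Trizol, depleted of ribosomal RNA and made into strand-specific libraries, per the labels' protocols.

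A single table was deposited, the skipped-exon output of rMATS with junction counts, per the file header and name. The rMATS version, aligner, read filters, genome build and annotation are not stated. Per the file headers, the deposited p-value and FDR test a difference in inclusion level between 2 sets of libraries. The deposited FDR equalled a Benjamini-Hochberg adjustment of the deposited p-values over the 31408 events of the table (largest gap 1.11e-16). The inclusion difference was read as the mean level of the first set minus that of the second, which is the rMATS convention; the header names the difference but does not spell out its sign. Inclusion reads are scaled by an effective length that the authors deposited with each event. It is 94 nt for the skipping form and, for the inclusion form, 94 nt plus the exon length up to 188 nt, in all 31408 events. Junction reads alone enter these values, so short exons are covered by fewer possible read positions.

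The table names its library columns only by set number, and no title, genotype or replicate number in the labels matches them. The 6 columns of values per library (junction counts and inclusion levels) were therefore not used in any step. For the same reason the direction of a difference is given between sets and not between genotypes. Depth per library, coverage per event and the spread between clones are not reported here. The planned count model on junction reads, with its paired and leave-one-out forms, was not run. Intervals on shares of exons are Wilson 95% intervals and cover counting error only.

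Positions are those of the deposited table, converted to 1-based starts. On 12 of the 23 chromosomes the table has positions beyond the last gene of GRCh38, and 662 of 9072 genes lie within their GRCh38 bounds, so the table is not on GRCh38. No coordinates were converted. Exons were matched to GENCODE 29 transcripts by gene identifier, exon length and the lengths of both flanking introns, which used no coordinate. The match gave each exon's coding status and its sequence. An exon was called fully coding if the coding sequence of a matched protein-coding transcript spanned it. Current symbols were found for 9054 of 9172 gene identifiers. A genome sequence of the table's build was not used here, so the planned test for GCATG in the flanking introns was not run.

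An event passed at a deposited FDR under 0.05 with an absolute difference of at least 0.1. Events were collapsed to exons by chromosome, strand, start and end. An exon passed if any event passed, and its direction was that of its passing event with the lowest p-value. Control exons had an FDR of at least 0.5 in all events; they may include exons with too few reads for a call, since coverage was not used. Shares were compared with two-sided Fisher's exact tests. The exon tests treat exons as independent, and 1 exon per gene was an alternative. The 16 listed genes were ENAH, CTNND1, PICALM, SLK, KIF21A, ECT2, MAP3K7, TSC2, INSR, FGFR2, EPB41, ATP5C1 (now ATP5F1C), FN1, PLOD2, MBNL1 and CLSTN1. They were compared with 10000 random gene lists matched on the number of events per gene (genes with 12 or more in one class).

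Named exons were chosen by a rule written before the data were examined: 1 exon per gene, the 5 with the lowest p-value in each direction (ties broken by the larger difference), all RBFOX2 events and the passing exons of the list. Of the exons this rule chose, 1 is not reported here. Other exons named in the text were chosen after their values were seen. The thresholds, list and tests were also fixed before the data were examined, with FDR limits of 0.01 and 0.1, minimum differences of 0 and 0.2, Bonferroni correction, 1 exon per gene, other control exons and a 27-nt limit as alternatives. The calls were tested on simulated p-values and differences, and the exon tests and list test on random draws from the deposited table. Of 200 changed events planted among 31408, 200 were called, with 2 unchanged events called. The planted values were set low enough in p-value to pass, so this checked the code and not the power or error rate on real counts. Planted odds of 3 for short exons were recovered at a median of 3.05 over 100 draws, and 3 of 60 random lists fell under 0.05. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.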

Results

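RNA-seq was used to identify cassette exons whose inclusion differs between wild-type HEK293T cells and HEK293T cells that lack RBFOX2. HEK293T is a human embryonic kidney cell line. RBFOX2, also called RBM9, is an RNA-binding protein that binds the sequence element GCATG and regulates the splicing of nearby exons. The labels describe 4 libraries of ribosome-depleted, strand-specific total RNA, each from a clone grown from a single sorted cell after Cas9 editing. They comprised 2 wild-type clones and 2 clones genotyped as RBFOX2 knockout. The splicing comparison was intended to supply functional sites for crosslinking (CLIP) maps of RBFOX2 binding.

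The authors' deposited table held 31408 cassette exon events in 9172 genes. A cassette exon event is an exon that is either joined to both flanking exons or skipped. The table gives, for each event, the difference in inclusion level between a first and a second set of libraries, a p-value and a false discovery rate (FDR). The inclusion level is the length-normalised share of junction reads that include the exon, from 0 to 1. Nothing in the header or labels states which set is wild type and which is knockout. Directions are therefore given as first against second set, and no difference below is stated as a gain or loss on knockout. Spread between clones and read depth per library are not given, because the columns with values per library could not be matched to clones and were not used. The p-values are those of the authors' model, which had 2 libraries per set, and no replicate SD stands behind any single difference here.

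The targeted gene was examined first. The authors' deposited table listed 0 events for RBFOX2, so the knockout could not be checked from the splicing of its own transcript. Its paralog RBFOX1 had 0 events and RBFOX3 had 1.

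Events were called as different at an FDR under 0.05 with an absolute inclusion difference of at least 0.1. Both limits were passed by 1619 events, 5.15% of the authors' deposited table. Of these, 871 had the higher inclusion in the first set and 748 in the second set. The FDR limit alone was passed by 1923 events, and 3760 events had an unadjusted p-value under 0.05. The alternative that moved the number of calls most was a Bonferroni correction over the table, under which 472 events passed.

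A large difference was not sufficient for a call. The authors' deposited table held 9900 events with an absolute difference of at least 0.1, and 83.6% of them had an FDR of 0.05 or more. A difference of exactly 1, from full inclusion to full skipping, was listed for 533 events. Of these, 514 had a p-value of 1 and only 19 passed. A p-value of 1 was listed for 51.4% of all events.

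**Figure D1:**
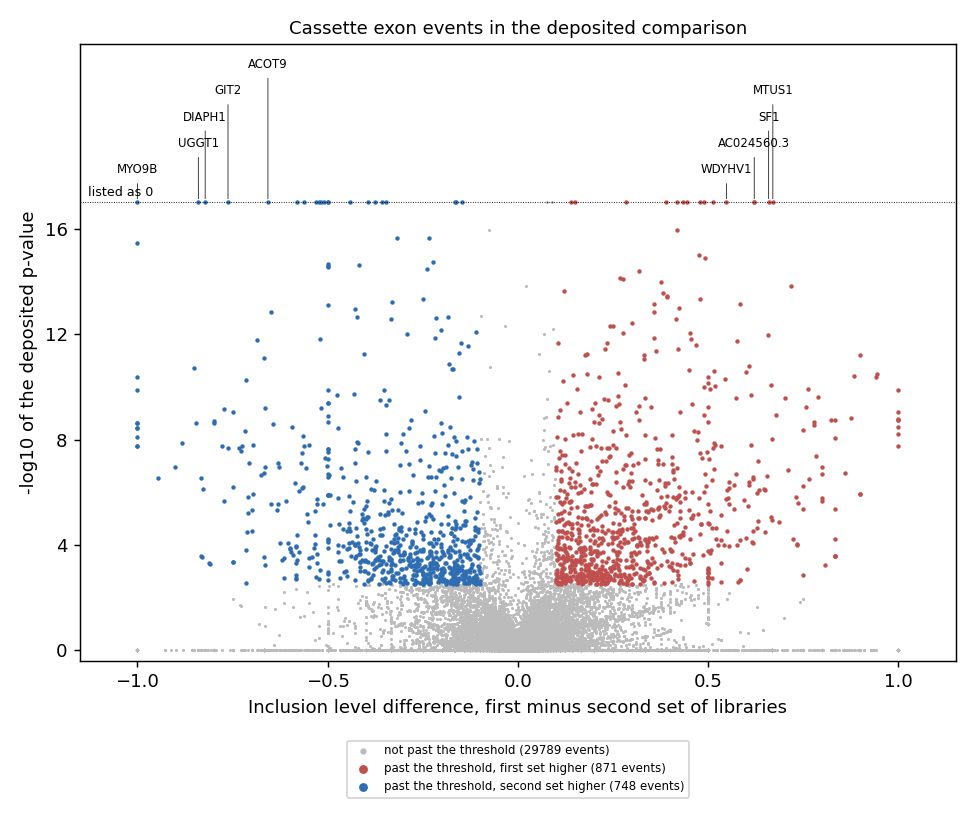
Inclusion level difference (first minus second set of libraries, x axis) against the negative decimal logarithm of the deposited p-value (y axis), with 1 point per event; events with a p-value listed as 0 lie on the dotted line. The 871 events past the threshold with the first set higher and the 748 with the second set higher are coloured, and exons chosen by lowest p-value, with ties broken by the larger difference, are named.

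Because an exon is listed once for each pair of flanking exons, events were collapsed to 27483 unique exons. Of these, 1575 exons (5.73%) in 1253 genes had at least 1 passing event. The first set had the higher inclusion for 846 exons and the second set for 729 exons. The share with the first set higher was 53.7% (Wilson 95% interval from 51.2% to 56.2%, which covers counting error only, since exons of one gene are not independent). Under the Bonferroni correction this share was 58.1% (53.6% to 62.6%). The median absolute difference was 0.262 for exons higher in the first set and 0.285 for exons higher in the second set. A difference of at least 0.5 was listed for 291 of the passing exons. Passing exons were found in both directions in 82 of the 257 genes that had 2 or more of them.

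The call for an exon depended on the flanking exons it was paired with. Among the passing exons, 472 were listed in more than 1 event, and 9 had passing events in both directions. The other events of these exons that did not pass numbered 605. Their difference had the direction of the passing event in 342 and the opposite direction in 256.

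The lowest p-values were tied. The authors' deposited table listed a p-value and an FDR of 0, which is below its numeric precision, for 21 passing exons with higher inclusion in the second set and 15 with higher inclusion in the first set. Of the 21 exons, 15 had a length divisible by 3. The 5 exons with the largest absolute difference within this tie are named; each is fully coding in GENCODE 29 and has a length divisible by 3. A 48-nt exon of MYO9B (ENSG00000099331; chromosome 19, 17321142 to 17321189, plus strand) had a difference of -1 in the authors' deposited table. The authors' deposited table gave -0.84 for a 24-nt exon of UGGT1 (ENSG00000136731; chromosome 2, 128913966 to 128913989, plus strand). For a 27-nt exon of DIAPH1 (ENSG00000131504; chromosome 5, 140967791 to 140967817, minus strand), the difference in the authors' deposited table was -0.822. A 90-nt exon of GIT2 (ENSG00000139436; chromosome 12, 110383065 to 110383154, minus strand) was listed at -0.762 in the authors' deposited table. In the authors' deposited table, a 27-nt exon of ACOT9 (ENSG00000123130; chromosome X, 23752458 to 23752484, minus strand) had -0.657. These positions are in the build of the deposited table, which is not named and is not GRCh38.

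Of the 15 tied exons higher in the first set, 9 had a length divisible by 3. Those named here had the largest differences within the tie and were mixed in annotation. A coding 162-nt exon of MTUS1 (ENSG00000129422; chromosome 8, 17581181 to 17581342, minus strand) had a difference of 0.67 in the authors' deposited table. A coding 205-nt exon of SF1 (ENSG00000168066; chromosome 11, 64533423 to 64533627, minus strand) was listed at 0.659. With another pair of flanking exons, the authors' deposited table gave the same SF1 exon a difference of -0.019 at a p-value of 0.734. A 101-nt exon of WDYHV1, now NTAQ1 (ENSG00000156795; chromosome 8, 124447682 to 124447782, plus strand), had 0.548 in the authors' deposited table; it matched only a transcript annotated for nonsense-mediated decay. Another exon, of 249 nt, lies in AC024560.3, now SDHAP4 (ENSG00000214135; chromosome 3, 197351343 to 197351591, minus strand), with 0.621 in the authors' deposited table. SDHAP4 is annotated as a transcribed pseudogene, and whether its reads are shared with related genes was not tested.

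Whether genes with exons known to respond to RBFOX proteins were among the calls was tested with a list of 16 genes fixed before the data were examined. The test counted any passing event of a listed gene, whether or not it was the exon known to respond. Of these, 15 had events, 86 in all, and INSR had 0. A passing event was found in 6 of the 15 genes: ENAH, CTNND1, KIF21A, EPB41, FN1 and CLSTN1. Adjusted over the list alone, the same number of genes, 6, had a passing event. Random lists matched on the number of events per gene had a median of 3 such genes, and 911 of 10000 lists had 6 or more, a share of 0.0911. The list was thus not distinguishable from matched genes at 0.05. Without the matching, the share was 0.0126.

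The passing exons of the list went in both directions. In the authors' deposited table, the 63-nt exon of EPB41 (chromosome 1, 29386934 to 29386996) had a difference of -0.524 with an FDR listed as 0. Its other event, with another upstream exon, had -0.118 in the authors' deposited table and did not pass. The 57-nt exon of CLSTN1 (chromosome 1, 9797556 to 9797612) had -0.235 with an FDR of 1.66e-13 in the authors' deposited table. For the 273-nt exon of FN1 (chromosome 2, 216257654 to 216257926), the authors' deposited table gave -0.728 with an FDR of 2.87e-06. The remaining exons of the list were higher in the first set. The 129-nt exon of KIF21A (chromosome 12, 39711875 to 39712003) had 0.647 with an FDR of 5.2e-05 in the authors' deposited table. A further event of this KIF21A exon had 0.125 at a p-value of 1. A 795-nt exon of ENAH (chromosome 1, 225704898 to 225705692) was listed at 0.15 with an FDR of 0 in the authors' deposited table. An overlapping 111-nt exon of ENAH, with a difference of 0.09, fell short of the minimum difference. A separate 63-nt exon of ENAH (225692693 to 225692755) had -0.02 with an FDR of 0.497 and did not pass. Of the 6 ENAH events, 1 passed. The 72-nt exon of CTNND1 (chromosome 11, 57561482 to 57561553) had 0.143 with an FDR of 0.000693 in 1 of its 4 events in the authors' deposited table. The other 3 events of this exon did not pass, and 2 of them had the opposite sign (-0.134 and -0.039). All 6 passing exons named for the list are fully coding and have a length divisible by 3.

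The passing exons differed from the control exons in length. Controls were the 23622 unique exons whose events all had an FDR of at least 0.5. They were not matched to the passing exons on inclusion level or coverage, so the differences below cannot tell true calls from false ones. The median length was 111 nt for passing and 117 nt for control exons. Exons of at most 51 nt made up 11.1% of the 1575 passing exons (Wilson 95% interval 9.65% to 12.8%) and 6.81% of the control exons (6.49% to 7.14%). The odds ratio was 1.71 (Fisher's exact test, two-sided, p = 1.68e-09, 3.36e-09 after Benjamini-Hochberg adjustment over 2 tests). Among the alternatives run for this odds ratio, which left out other FDR limits and Bonferroni correction, a limit of 27 nt moved it most, to 2.05. A length divisible by 3 was found for 46% of passing exons (724 of 1575; 43.5% to 48.4%) and 40.2% of control exons (39.5% to 40.8%). Here the odds ratio was 1.27 (Fisher's exact test, two-sided, p = 6.51e-06, also 6.51e-06 adjusted). Among the same kinds of alternatives, the restriction to fully coding exons, chosen after seeing the data, moved this odds ratio most, to 1.61. Of the fully coding exons, 57% of 831 passing and 45.1% of 14327 control exons had a length divisible by 3.

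The directions were not distinguishable in these properties. Exons of at most 51 nt made up 12.2% of the exons higher in the first set and 9.88% of those higher in the second set (Fisher's exact test, two-sided, p = 0.172, adjusted p = 0.343 over 2 tests). A length divisible by 3 was found for 45.2% and 46.9%, respectively (Fisher's exact test, two-sided, p = 0.51, adjusted p = 0.51).

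**Figure D2:**
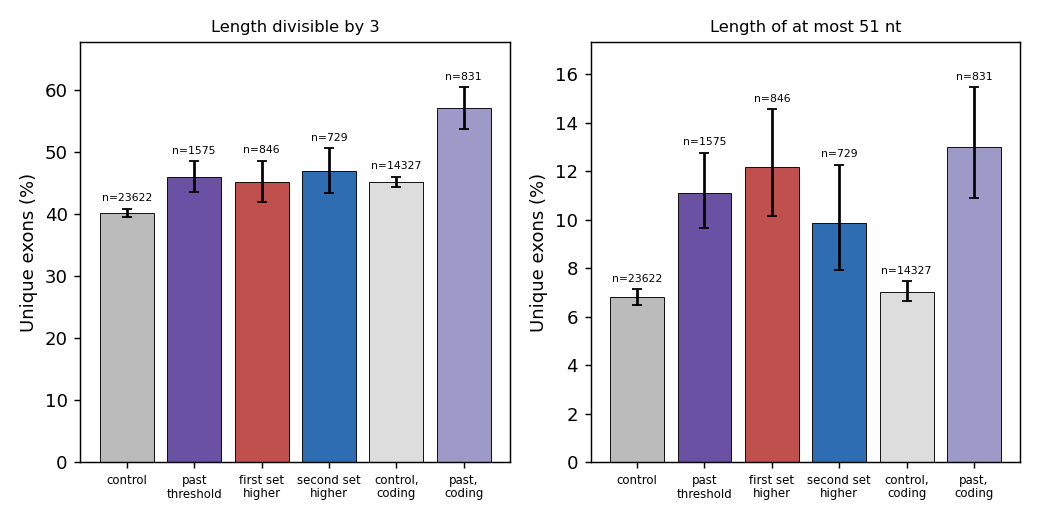
Share of unique exons (y axis, percent) with a length divisible by 3 (left) and of at most 51 nt (right) among control exons, exons past the threshold, these split by direction, and fully coding exons; error bars are Wilson 95% intervals and n is the number of exons. The share of short exons was 11.1% past the threshold and 6.81% in controls.

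Fully coding exons were less frequent among the calls. A match by structure to GENCODE 29 was found for 1417 passing and 21245 control exons, 90% and 89.9% of each set. Of the matched exons, 58.6% of the passing (56.1% to 61.2%) and 67.4% of the control exons (66.8% to 68.1%) were fully coding in at least 1 protein-coding transcript. The odds ratio was 0.685 (Fisher's exact test, two-sided, p = 2.21e-11); this comparison was added after the data were examined.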

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

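Only the Bonferroni correction over the table moved the number of calls by more than 1.5 times: 472 events and 461 unique exons passed. The share with the first set higher was then 58.1%, outside the 95% interval of the main value. Its own interval, 53.6% to 62.6%, included the main value of 53.7%, so a shift in direction was not shown. The stricter limit accounts for the lower counts by construction, and no cause was tested for the share by direction. Across the other alternatives, passing events ranged from 1097 (FDR under 0.01) to 1945 (FDR under 0.1), unique exons from 1074 to 1887, and the share with the first set higher from 51.5% (minimum difference 0.2) to 55.7% (FDR under 0.01). At a minimum difference of 0.2 the interval of this share, 48.5% to 54.4%, included an even split. Correcting each exon's lowest p-value for its number of events gave 1518 exons.

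Over the alternatives run for it, the odds ratio for a length divisible by 3 ranged from 1.23 to 1.61. That for exons of at most 51 nt ranged from 1.5 to 1.98, and with the limit at 27 nt it was 2.05. Each had a Fisher p-value under 0.05. The alternatives run were other control exons, a minimum difference of 0.2, 1 exon per gene, fully coding exons and each direction alone. Neither odds ratio was computed at the other FDR limits, under Bonferroni correction or without a minimum difference, so the ranges do not cover these. The count of 6 listed genes became 7 without a minimum difference; its share of random lists ranged from 0.0126 to 0.158. The alternatives run for the list were FDR under 0.1, no minimum difference and random lists not matched on the number of events per gene. Of these, only the lists without matching brought the share under 0.05, with the same 6 genes. The lower share thus came from the random lists alone, whose median was 2 genes without matching and 3 with it. The list test was not run at an FDR under 0.01, under Bonferroni correction or at a minimum difference of 0.2. Among the 15 named exons, 13 passed under FDR 0.01, Bonferroni and a minimum difference of 0.2. The exceptions were ENAH (minimum difference) and CTNND1 (minimum difference and Bonferroni).

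No paired analysis was possible because the table's columns carry no replicate number. Refitting junction counts, leaving out each library, the coverage filters and the intronic motif test were not run for the reasons given with the methods, so no result here shows how far 1 clone decides a call.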

Other observations

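The tests of exact differences, of short exons by direction and of the control-like share among weaker calls were chosen after the values were seen. Those of exonic GCATG, of exon pairs and of the coding mix were written before.

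Inclusion differences of exactly 0.5 were in excess among the most significant events. Of the 486 events with a p-value under 1e-06, 21 in 20 genes had an absolute difference of exactly 0.5, against a mean of 0.48 events per step of 0.001 within 0.05 of it. Exactly 1 was listed for 19 of the 486. The lowest p-values among the 21 events were listed for ZDHHC11, ASAH2B and STK3, which were singled out after their values were seen. Below this cutoff, itself chosen after the values were seen, the second set was higher in 17 of the 21 and the first set in 4. Among the events below it with other differences (neither 0.5 nor 1) the second set was higher in 181 of 446 (Fisher's exact test, two-sided, p = 0.000388). Of the 23 passing events at exactly 0.5 with a p-value of 1e-06 or more, 10 had the second set higher and 13 the first. The imbalance did not stop at the cutoff. The second set was higher for DSCR3, METTL21B and ZNF471 (deposited p-value 1.25e-06 each). It was also higher for CACNA2D3, MSH5-SAPCD1, MGAT5B and PHYHD1 (deposited p-values 5.77e-05 to 0.000126). In this range, picked after its values were seen, only SCMH1 had the first set higher (deposited p-value 2.8e-06). At larger p-values the first set was higher in most. Below the cutoff, the events within 0.05 of 0.5 but not exactly at it went the other way from the 21. The second set was higher in 14 of these 48. A candidate explanation is 1 library at the opposite extreme of its set, since a set of one clone at full inclusion and one at full skipping has a mean of exactly 0.5. Such a call would rest on a single clone. The competing explanation is small junction counts, which also give levels of 0 and 1. Among events with a p-value of 1, exactly 0.5 was listed 539 times and exactly 0.25 in 195, and at a p-value under 1e-06 these were 21 and 3. At a p-value of 1 the second set was higher in 257 of 539, a balance that differed from 17 of 21 (Fisher's exact test, two-sided, p = 0.00314). The explanations cannot be told apart without values per library, and a difference in genotype remains open and untested.

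Whether short exons differed in direction with the strength of the call was not settled. Among the 124 passing exons with a p-value under 1e-10, exons of at most 51 nt made up 32.7% of those higher in the second set (18 of 55) and 15.9% of those higher in the first set (11 of 69; Fisher's exact test, two-sided, unadjusted p = 0.0339, at a cutoff chosen after the values were seen). Over all passing exons the split went the other way, 9.88% against 12.2% (Fisher's exact test, two-sided, p = 0.172). Among exons higher in the second set the share of short exons did not rise steadily: it was 8.31% at a p-value of 1e-04 and above, 6.79% from 1e-06 to 1e-04, 8.66% from 1e-10 to 1e-06 and 32.7% under 1e-10. The increase was confined to the 55 exons of the last class (rank correlation with falling p-value across exons of all classes 0.0932, permutation p = 0.0123, adjusted p = 0.0738 over 6 tests). In the other direction the rank correlation was 0.00921 (permutation p = 0.789). The difference between these correlations was within what permuted directions gave (p = 0.131). This gap neither shows nor excludes an effect of exon length on the authors' test that is equal in both directions. Fewer short exons included in the first set was not excluded either. These cannot be told apart with 29 short exons at the lowest p-values.

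In the exons with the lowest p-values, preservation of the reading frame was most frequent. Of the fully coding passing exons, 73.2% had a length divisible by 3 at a p-value under 1e-10 (52 of 71; Wilson 95% interval 61.9% to 82.1%), against 54.8% at 1e-04 and above (213 of 389; 49.8% to 59.6%) and 45.1% of fully coding control exons. The interval of the weaker calls excluded the control share, so as a set they differed from the control exons in this property. A mixture with control-like exons stays open. Control exons were not matched on inclusion level or coverage, so this comparison cannot tell true calls from false ones. A changing mix of coding and other exons may contribute to a trend over all passing exons, where the rank correlation with falling p-value was 0.0398 (p = 0.114). Within coding exons the correlation was 0.0749 (permutation p = 0.0314, adjusted p = 0.0942 over 6 tests), and 0.0539 with 1 exon per gene (p = 0.167), so neither the trend nor its cause was settled. The share of coding exons itself showed no trend with the p-value (-0.0099, permutation p = 0.708).

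GCATG inside the exon was not enriched. It occurred in 10.4% of 763 matched exons higher in the first set (Wilson 95% interval 8.39% to 12.7%), in 9.94% of 654 higher in the second set (7.87% to 12.5%) and in 11.7% of 21245 control exons (lowest adjusted Fisher's exact p = 0.275 over both directions). By odds ratio, GCATG ranked 32 and 42 of the 60 pentamers with the same base composition. The intervals leave room for a small enrichment, and passing exons were shorter than controls, which lowers the chance of any pentamer. Binding in the flanking introns was not tested.

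Passing exons of one gene were not detectably coordinated. Among 145 pairs of exons in 101 genes that neither overlapped nor flanked each other, 80 (55.2%) changed in the same direction. Shuffling directions over all passing exons gave a median of 50.3% (one-sided permutation p = 0.142, 10000 shuffles). With 1 pair per gene the share was 57.4% (permutation p = 0.0942). A small degree of coordination cannot be excluded with this number of pairs.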
